# Pycallingcards: an integrated environment for visualizing, analyzing, and interpreting Calling Cards data

**DOI:** 10.1093/bioinformatics/btae070

**Published:** 2024-02-07

**Authors:** Juanru Guo, Wenjin Zhang, Xuhua Chen, Allen Yen, Lucy Chen, Christian A Shively, Daofeng Li, Ting Wang, Joseph D Dougherty, Robi D Mitra

## Abstract

**Motivation:**

Unraveling the transcriptional programs that control how cells divide, differentiate, and respond to their environments requires a precise understanding of transcription factors’ (TFs) DNA-binding activities. Calling cards (CC) technology uses transposons to capture transient TF binding events at one instant in time and then read them out at a later time. This methodology can also be used to simultaneously measure TF binding and mRNA expression from single-cell CC and to record and integrate TF binding events across time in any cell type of interest without the need for purification. Despite these advantages, there has been a lack of dedicated bioinformatics tools for the detailed analysis of CC data.

**Results:**

We introduce Pycallingcards, a comprehensive Python module specifically designed for the analysis of single-cell and bulk CC data across multiple species. Pycallingcards introduces two innovative peak callers, CCcaller and MACCs, enhancing the accuracy and speed of pinpointing TF binding sites from CC data. Pycallingcards offers a fully integrated environment for data visualization, motif finding, and comparative analysis with RNA-seq and ChIP-seq datasets. To illustrate its practical application, we have reanalyzed previously published mouse cortex and glioblastoma datasets. This analysis revealed novel cell-type-specific binding sites and potential sex-linked TF regulators, furthering our understanding of TF binding and gene expression relationships. Thus, Pycallingcards, with its user-friendly design and seamless interface with the Python data science ecosystem, stands as a critical tool for advancing the analysis of TF functions via CC data.

**Availability and implementation:**

Pycallingcards can be accessed on the GitHub repository: https://github.com/The-Mitra-Lab/pycallingcards.

## 1 Introduction

Cells divide, differentiate, and respond to their environments by modulating the expression of their genes. Such transcriptional changes are orchestrated by transcription factors (TFs), which bind to regulatory DNA sequences and recruit chromatin remodelers, RNA polymerase II holoenzyme, and other general TFs. Due to their central role in organizing gene expression, TFs are the subject of intense study and there are many outstanding questions about the mechanisms they use to enact gene expression programs (Zeitlinger 2020). Since TFs act by binding DNA, either directly or indirectly, efforts to answer these questions are greatly aided by methods such as ChIP-Seq (Park 2009), DamID (Greil *et al.* 2006), ChIP-exo (Rossi *et al.* 2018), Cut-and-Run (Baas *et al.* 2005), Cut-and-Tag (Kaya-Okur *et al.* 2019), and Transposon Calling Cards (CC) (Wang *et al.* 2007, 2011, 2012, Liu *et al.* 2020, Kfoury *et al.* 2021) that are used to map the genome-wide binding of a TF of interest.

The CC method is unique in that it can record binding events at one time point that can be read out at a later time (Cammack *et al.* 2020). In the CC method, a TF is fused to a transposase (most often PBase), and the transposase-TF fusion inserts transposons in the genome proximal to where the TF binds, leaving the transposon as a “Calling Card” marking the transient binding of the TF. The preferred type of transposon used in the CC method is an engineered PBase transposon called a self-reporting transposon (SRT). SRTs carry a ubiquitous promoter that drive the transcription of a reporter gene with no poly-A termination signal, so that the transcript continues into the adjacent genome, allowing transposon insertions to be read out via RNA sequencing. This reaction is compatible with single-cell platforms, and thus single-cell Calling Cards (scCC) (Moudgil *et al.* 2020), enable the readout of TF binding events and RNA-gene expression from tens of thousands of individual cells in parallel. This permits the analysis of TF function in heterogeneous tissues. Finally, if the transposase is not fused to a TF it has a natural affinity for the BRD4 chromatin modifier which is associated with enhancers and superenhancers (Gogol-Döring *et al.* 2016). Thus, a “default” CC experiment records enhancer utilization.

Most methods that measure TF binding in bulk samples (Zhang *et al.* 2008, Meers *et al.* 2019) as well as single-cell methods that measure RNA-expression or chromatin accessibility (Satija *et al.* 2015, Stegle *et al.* 2015, Wolf *et al.* 2018, Eraslan *et al.* 2019, Granja *et al.* 2021) have a number of associated bioinformatics tools to aid in the analysis of the data generated by these methods. Heretofore, there were no equivalent packages for the comprehensive analysis of CC data. Previously, Python modules such as ccf_tools (for python2) (Kfoury *et al.* 2021) and Blockify (Moudgil *et al.* 2020) were utilized to call CC peaks, but neither are user-friendly, nor do they provide an integrated environment for visualization, comparison with orthogonal RNA-seq and ChIP-seq datasets, or motif finding. Because CC data are substantially different from other ’omics data such as RNA-seq, ChIP-seq, and ATAC-seq, it is usually not appropriate to use the existing packages for those methods to analyze CC data as many of the statistical assumptions used in these packages are not valid for CC data (Park 2009, Saliba *et al.* 2014, Buenrostro *et al.* 2015, Kolodziejczyk *et al.* 2015). As a result, there is a critical need for a dedicated package that integrates peak-calling, visualization, and the downstream analysis of CC and scCC data to facilitate investigation into TF function.

In this paper, we present Pycallingcards, a Python (Sanner *et al.* 1999) module to analyze both scCC and bulk CC data in human, mouse, and yeast. This package introduces two new peak callers, CCcaller and Model-based Analysis for Calling Cards (MACCs), which improve the accuracy and speed of identifying TF binding sites from CC data. In order to benchmark these peak callers, we mapped 20 million PBase transposon insertions (Brd4 directed), the largest such dataset generated to date. Our analysis shows that CCcaller and MACCs are more accurate and efficient than previous peak callers. Pycallingcards also contains many new functions that allow for the integrative analysis of CC data and RNA-seq data to discover the relationship between TF binding and gene expression. Pycallingcards is designed for use in Jupyter notebooks, and this interface allows for rapid data visualization and exploration. The package can also help researchers compare CC data with other relevant genomic datasets in order to better understand the functional consequences of TF binding, and it is designed to be accessible to researchers with even a limited computational background. Finally, Pycallingcards can interface with the Python data science ecosystem to provide a scalable and extensible framework for the development of new CC data-related and machine learning methods.

To highlight the utility of Pycallingcards, we used it to reanalyze two published datasets: scCC Mouse cortex data (Moudgil *et al.* 2020) and bulk glioblastoma (GBM) CC data collected in female and male samples (Kfoury *et al.* 2021). The mouse cortex data both maps the binding of Brd4 and measures the gene expression in each cell, in parallel. In this study, we reveal cell-type specific binding sites and identify potential mechanisms by which Brd4 may regulate development. The GBM data were collected to provide insights into the epigenentic basis of sex differences in GBM by mapping Brd4 binding in an isogenic murine model comprised male and female astrocytes that were transformed via a combined loss of neurofibromin and p53 function (Kfoury *et al.* 2021). Using Pycallingcards, we found previously unidentified TF regulators of the transcriptional differences between sexes, thus providing new insights for future study and treatment. These analyses form the basis of a detailed and user-friendly Jupyter notebook-based tutorial available at https://pycallingcards.readthedocs.io/en/latest/ to facilitate the adoption of this package.

## 2 Results

### 2.1 Overview of Pycallingcards workflow

A schematic overview of typical Pycallingcards workflows for single cell and bulk CC is displayed in Fig. 1. Since the PBase transposase (PBase) naturally interacts with the Brd4 TF, by analyzing unfused PBase, one can map Brd4 binding across the genome. In order to map a specific TF of interest, transposons inserted by a TF-PBase fusion as well as unfused PBase are mapped separately; transpositions deposited by the TF-PBase are compared to those deposited by the unfused PBase, which is used as a background distribution. Regions that are enriched for TF-PBase insertions over background accurately reflect TF binding sites (Wang *et al.* 2012, Cammack *et al.* 2020, Moudgil *et al.* 2020). In scCC experiments, mRNA expression levels and the locations of transposon insertions are collected for each cell in a heterogeneous sample. Cells are first clustered by their mRNA expression profiles to identify the different cell types or subtypes present in the sample and then peaks of TF binding are called for each cluster. Peaks are then compared to identify genomic regions that are differentially bound between cell types. For bulk CC experiments, two or more conditions are typically analyzed with the primary goal being to call peaks in each condition to then identify differentially bound genomic regions.

**Figure 1.**
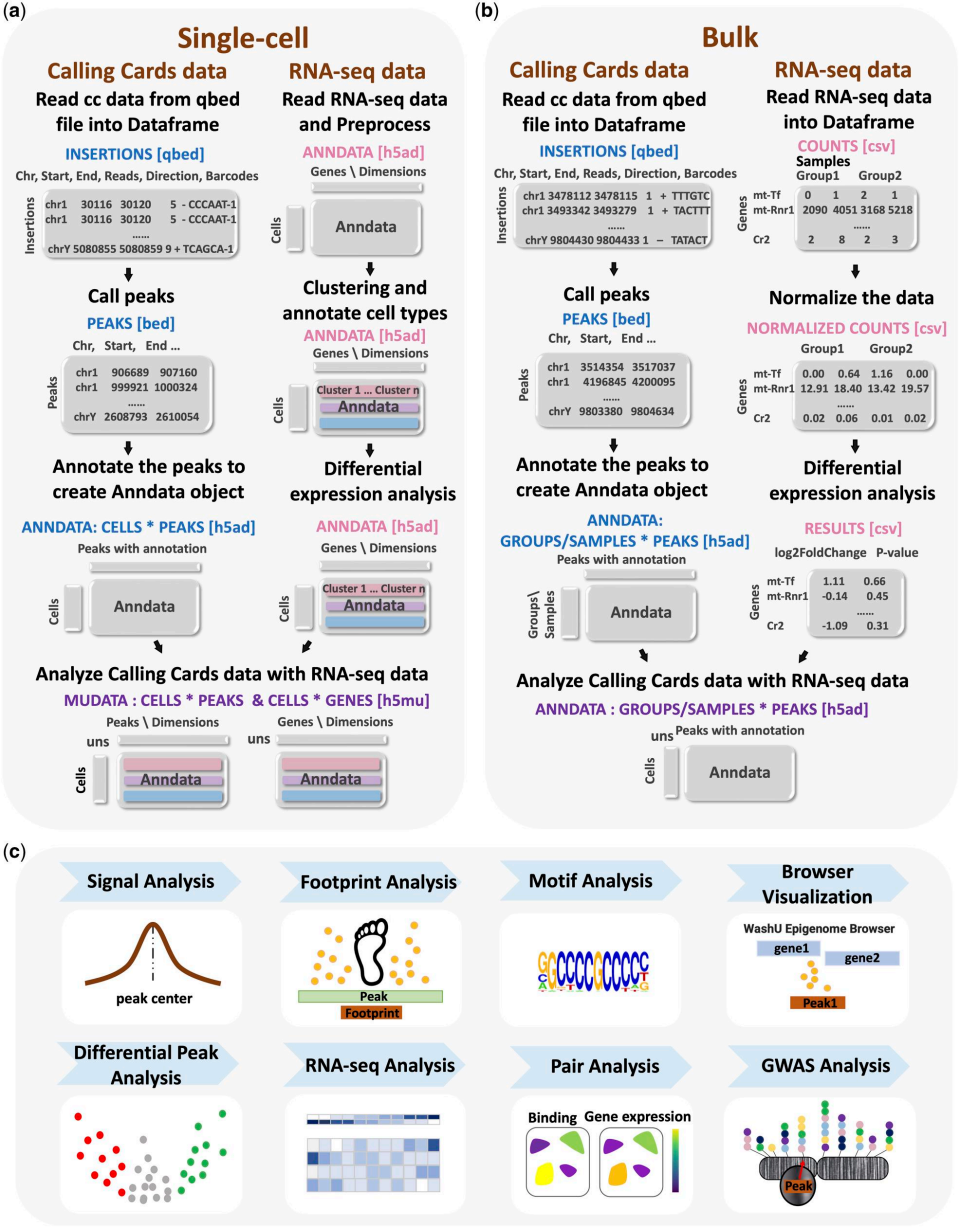
Overview of Pycallingcards. (**a**) Pycallingcards workflow for scCC data. Pycallingcards reads insertion data from a qbed file and then calls peaks (to create a bed file, left column). It then creates a cells-by-peaks Anndata object (h5ad file) Pycallingcards interfaces with Scanpy to complete preprocessing, clustering, and differential expression analysis of the RNA-seq data collected for each cell (right column). Pycallingcards then uses Mudata object to store the combined scCC and scRNA-seq data (h5mu file). (**b**) Data structure in Pycallingcards for bulk CC data. Pycallingcards reads insertion data from a qbed file and calls peaks, which generates a bed file. It later creates a groups/samples-by-peaks Anndata object (h5ad file) (b, left column). If bulk RNA-seq is provided, it uses normalized counts and results from differential gene analysis (b, right column). (**c**) Downstream Analysis. Pycallingcards provides functionality to compare called CC peaks with Chip-seq signal (when available), perform a footprint analysis to narrow down TF binding regions, find motifs, allow for visualization of the dataset through the WashU Epigenome Browser, perform differential peak analysis, pair CC data with RNA-seq data, and identify related SNPs by intersecting peaks with a GWAS database.

For scCC data, Pycallingcards interacts with Scanpy (Wolf *et al.* 2018) and uses its functionality to analyze the scRNA-seq data and perform filtering, dimensionality reduction, and clustering of cells. Pycallingcards initially reads insertion data from a qbed file, where each line represents a single insertion and contains chromosome, insertion start site, insertion end site, number of reads, orientation of insertion, and the cell barcode associated with the insertion (detailed protocols to implement CCs, as well as to generate qbed files from raw sequencing reads are provided here; Moudgil and Mitra 2019, Moudgil *et al.* 2019). Normally, each dataset contains a large number of insertions. Pycallingcards peak calling methods aim to find putative TF binding sites by identifying genomic regions with higher-than-expected insertion densities. Three distinct methods for peak calling are available in Pycallingcards, each with several adjustable parameters; however, different methods and parameters typically yield fairly consistent results. We recommend plotting some genomic regions using the Pycallingcards Plotting submodule or by using the WashU Epigenome browser (Li *et al.* 2019, 2022) to tune the parameters and assess data quality. Users can then identify TF motifs enriched under a set of peaks using Homer (Heinz *et al.* 2010); this analysis can be used to evaluate the quality of the dataset, as one would expect to identify the motif of the TF being analyzed, but it can also be used to characterize the binding preferences of a TF for which no motif exists or to identify putative TF–TF interactions. Peak annotation is accomplished using bedtools (Quinlan and Hall 2010) and pybedtools (Dale *et al.* 2011), which are used to label each peak by finding the two closest genes. For scCC, a cells-by-peaks Anndata object for CC is generated, which contains information about insertion number, peak locations, and cell barcodes. The CC Anndata and RNAseq Anndata objects are then merged into one Mudata object in order to share data and conduct additional analyses (Bredikhin *et al.* 2022). Differential peak analysis among clusters can then be performed using several custom tools to identify peaks with significantly different numbers of CC insertions between clusters of cells. Pycallingcards also enables investigation of the relationship between TF binding and gene expression by integrating RNA-seq data with CC data to identify which peaks might control which genes. Finally, Pycallingcards provides tools for intersecting TF binding sites found by scCC with the GWAS Catalog (Buniello *et al.* 2019) to find TF binding sites with possible links to disease.

The workflow for bulk CC data analysis is identical to the scCC workflow for importing the data, peak calling, and annotation. At this step, a groups-by-peaks Anndata object is created according to the experimental condition (group) and then a differential peak analysis is typically performed for the different groups. This object can also track biological replicates within each group. If bulk RNA is also sequenced, it is often very informative to investigate the relationship between TF binding sites and the RNA expression levels of nearby genes across the various experimental conditions. Peaks identified through either scCC or bulk workflows can then be intersected with GWAS data.

Pycallingcards also has the ability to infer the exact binding sites of TFs, which can be especially useful for yeast data, where the TF often leaves a noticeable “footprint” so that insertions are deposited on either side of the binding site, but not at the site itself (Shively *et al.* 2019). For such data, we have included a function for footprint analysis that uses a Gaussian mixture model (Reynolds 2009) to identify the exact TF binding site.

### 2.2 Peak calling with Pycallingcards

Pycallingcards contains two novel methods for peak calling, CCcaller and MACCs. Both methods are inspired by aspects of the MACS2 package that is commonly used to analyze ChIP-Seq data (Zhang *et al.* 2008) but they are tailored specifically for use with CC data. These methods allow Pycallingcards users to call the peaks accurately, conveniently, and rapidly. Pycallingcards also contains an implementation of Blockify (Moudgil *et al.* 2020), which utilizes Bayesian Blocks (Scargle *et al.* 2013) to segment CC data.

Like MACS2 (Zhang *et al.* 2008), MACCs scans the genome using a specified window and step size and looks for regions with significantly more experimental insertions than background insertions. It merges consecutively enriched windows and then finds the center of this candidate peak. Next, MACCs determines whether the experimental insertions under the peak are significantly enriched over background by parameterizing a Poisson model using the number of background insertions observed under or adjacent to the peak. 

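The human reference genome hg38 holds 19214674 TTAA tetranucleotides on chromosomes 1 to 22, X and Y. Their density varies along the genome, with 3025 TTAA sites per 1 Mb at the 5th percentile of 1 Mb windows, 6710 at the median and 9129 at the 95th percentile. Deposited insertions from 20 libraries of K562 cells, a human leukemia cell line, were compared with these sites. All of the recorded insertions lay exactly on a TTAA, in each of the 10 libraries made with the hyPBase helper (100%) and in each of the 10 made with the hyPBase-centrip helper (100%). Every recorded interval was 4 bp wide. The authors' pipeline could have kept only insertions at TTAA sites, and the deposited files do not record discarded reads. Insertions were found at 9166859 distinct positions on these chromosomes, which is 47.7% of the TTAA sites.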

Since the PBase transposase inserts exclusively into TTAA tetranucleotides, MACCs accounts for the relative TTAA densities when comparing the number of transpositions across the different genomic regions. Candidate peaks that pass a *P*-value threshold are then considered bona fide CC peaks. There is also a background-free version of this algorithm that computes significance by comparing the number of transpositions under the candidate peak to the number of insertions in the neighboring genome defined by lambda window size (further details are included in the Supplementary Information).

CCcaller differs from MACCs in that it uses a greedy algorithm (Edmonds 1971) to identify candidate peaks. CCcaller starts from first insertion on each chromosome and extends the candidate peak if the next nearest insertion is within a user-specified number of base pairs. Candidate peaks are then promoted to CC peaks exactly as described for the MACCs method. The CCcaller method is computationally efficient because every insertion is only considered once. It also covers as many insertions as possible because it tries to include every insertion as part of a peak.

To compare the performance of different methods, we compared five different methods: CCcaller, MACCs, Blockify in Pycallingcards (Blockify), the original Blockify (Blockify_original), and ccf_tools. For each method tested, we used the default parameters. We downloaded CC data from GEO (see Supplementary Table S1). We used HyPBase Brd4 bulk CC data in HCT116 to examine peak calling performance for data without background and SP1 scCC data in HCT116 to test peak calling performance for CC data with background.

To benchmark the different peak callers, we plotted the average Chip-seq signal (ENCODE Project Consortium *et al.* 2012, Zhang *et al.* 2020) under the different sets of called peaks (see Fig. 2c). We first compared Brd4 CC peaks with H3K27ac signal measured by ChIP-seq. Since Brd4 binds at H3K27ac histones, we expect strong enrichment of ChIP-seq signal under the called peaks. We saw strong enrichment of H3K27ac signal under peaks called by all five methods, with only minor differences in performance. However, when SP1 scCC data were analyzed and compared to a previously published SP1 ChIP-seq dataset (Zhang *et al.* 2020), MACCs, CCcaller, and ccf_tools outperformed Blockify (see Fig. 2c right panel). This can be partly explained by the fact that Blockify tends to call much wider peaks than the other methods, despite the fact that the total number of insertions assigned to a peak is similar across methods (Fig. 2d). Blockify (as well as Blockify_original) often calls extremely wide peaks for CC data with low numbers of insertions (e.g. single-cell data, see Supplementary Fig. S2), so in such instances, we recommend using MACCs or CCcaller. To better understand the concordance between the different peak calling methods, we plotted the percentage of peaks called by each method that overlap with a peak called by a different method (Fig. 2e). CCcaller and MACCs call very similar sets of peaks, while ccf_tools, Blockify, and Blockify_original are more discordant. 

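For the K562 panel of Fig. 2e, peaks were called without background on the pooled insertions of 20 deposited K562 libraries, 10 made with the hyPBase helper and 10 with hyPBase-centrip, after the description of MACCs and CCcaller in the text. The paper's text does not give the default values, and its supplement, to which it refers for details of the callers, was not read. For MACCs a window of 1500 bp and a step of 500 bp were used, and for CCcaller a maximum distance between insertions of 2000 bp. Both used a Poisson p-value below 1e-04, a lambda window of 1000000 bp, a pseudocount of 0.2 and at least 5 insertions per peak. On the 52121915 insertions on chromosomes 1 to 22, X and Y, MACCs called 120284 peaks and CCcaller called 15795. Of the MACCs peaks, 62.7% overlapped a CCcaller peak by at least 1 bp (95% Wilson confidence interval 62.4 to 63.0%). Of the CCcaller peaks, 95.95% overlapped a MACCs peak (95% Wilson confidence interval 95.6 to 96.3%). These intervals cover counting error only, and there is no replicate of the pooled call. When at least 50% of a peak had to be covered, the share of CCcaller peaks was 20.4%. That of MACCs peaks stayed at 62.7% and could not have changed. Windows of 1500 bp at a step of 500 bp leave no gap above 2000 bp within a MACCs peak. Each MACCs peak thus lay wholly inside or wholly outside a CCcaller peak. The median peak length was 1765 bp for MACCs and 20235 bp for CCcaller. With a maximum distance of 500 bp, CCcaller called 136010 peaks, and 81.6% of the MACCs peaks and 88.6% of the CCcaller peaks overlapped the other set. The MACCs peak with the most insertions lies on chromosome 10 of hg38 from 61741220 to 61790934 and holds 31930 insertions at 453 TTAA sites. It overlaps the protein-coding gene CABCOCO1, annotated from 61662929 to 61766766. The CCcaller peak with the most insertions lies on chromosome 18 from 2908116 to 3736508 and holds 84923 insertions. It is 828393 bp long and overlaps several protein-coding genes, among them EMILIN2, LPIN2, MYOM1 and TGIF1. ccf_tools, Blockify and Blockify_original were not run here. From the overlap of the peak sets, the paper states that CCcaller and MACCs give very similar peaks. Its Fig. 2e, read by eye, gives about 85% for MACCs peaks and 96% for CCcaller peaks, so the MACCs share was lower here.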

Since CCcaller and MACCs also showed the highest enrichment with ChIP-seq signal (Fig. 2c), our analysis suggests one of these should be the peak calling method of choice (see also Supplementary Table S9). We also called motifs for peaks from SP1 scCC data and SP1 ranked at the top for every method. To better quantify the result, we designed a simulation with authentic peaks (directed insertions) and “background” peaks (undirected insertions into TTAAs), allowing us to systematically benchmark the various peak calling methods against this standard in the Supplementary Information.

**Figure 2.**
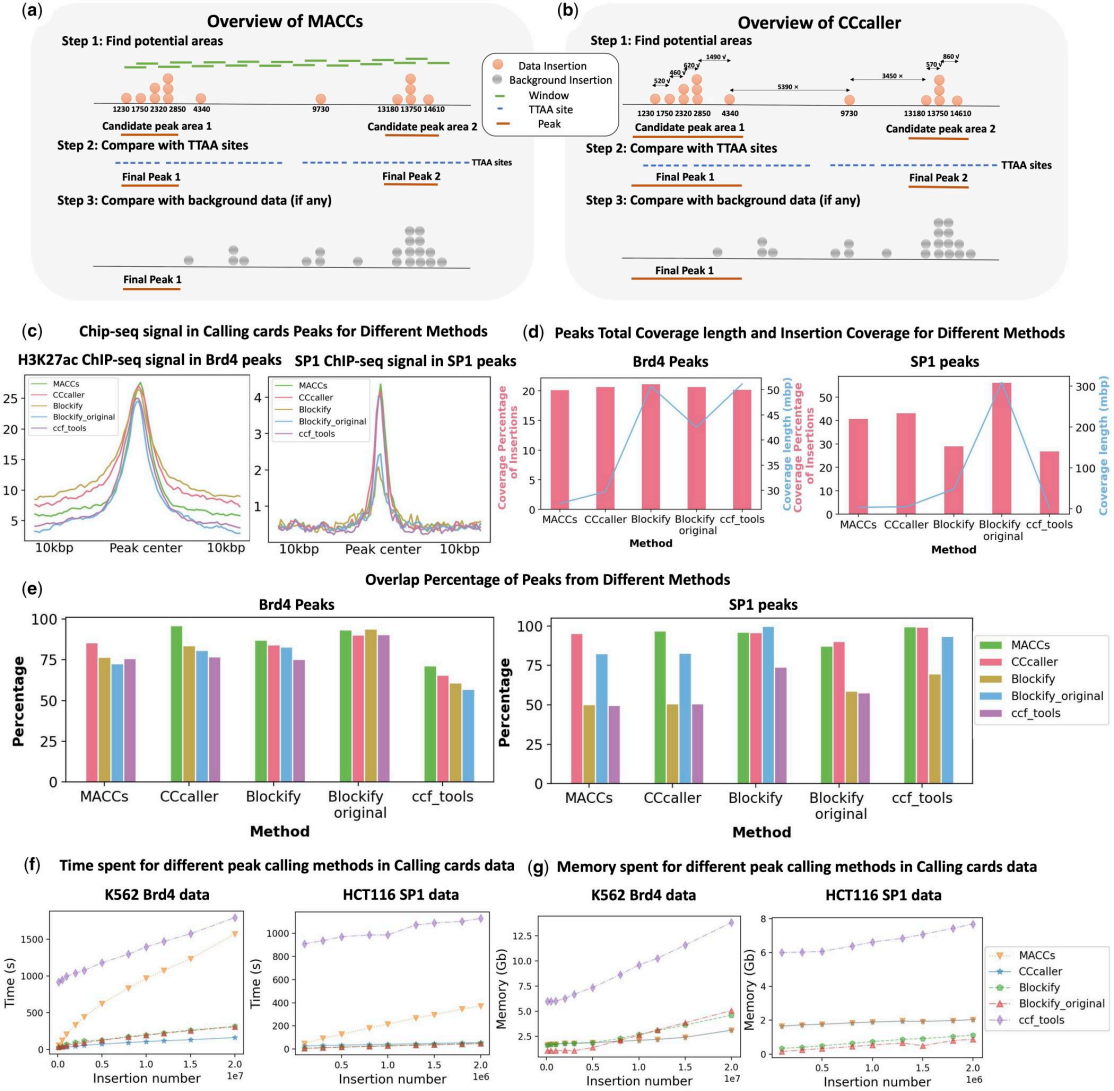
Peak calling methods for Calling cards data. (**a**) Overview of MACCs. (**b**) Overview of CCcaller. (**c**) Chip-seq signal in calling cards peaks for the different peak calling methods in Pycallingcards (left: peaks calling without background, HCT116 Brd4 data; right peaks calling with background, HCT116 SP1 data). (**d**) The percentage of insertions contained under all called CC peaks is plotted for different methods (pink bars). On the same plot, the cumulative peak length of all called peaks is plotted (blue bars, left: peaks calling without background, K562 Brd4 data; right peaks calling with background, HCT116 SP1 data). (**e**) Percentage of peaks that overlap between the different peak calling methods. [left: K562 Brd4 data (no background peak calling); right: HCT116 SP1 data (peaks calling with background)]. (**f**) Computational time required for each of the different peak calling methods in Pycallingcards [left: K562 Brd4 data (no background peak calling); right: HCT116 SP1 data (peaks calling with background)]. (**g**) Memory required for different peak calling methods in Calling cards data (left: peaks calling without background, K562 Brd4 data; right peaks calling with background, HCT116 SP1 data).

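For the K562 data of Fig. 2d, MACCs and CCcaller were used as written anew here, with settings that can differ from the published ones. The MACCs peaks called on the pooled libraries had a cumulative length of 265.5 Mb and contained 55.9% of the insertions. The CCcaller peaks had a cumulative length of 695.0 Mb and contained 59.3% of the insertions. Fig. 2d, read by eye, gives about 27 Mb and 20% for MACCs, and about 30 Mb and 21% for CCcaller. All of these values were larger here. The pooled call has no replicates. Measured in each library, the share of insertions in the pooled MACCs peaks was 56.1% ± 0.664 with the hyPBase helper (SD, n = 10). With hyPBase-centrip it was 56.1% ± 0.981 (SD, n = 10), and no difference was detected (two-sided permutation test, p = 0.995). The peaks were called on these same libraries pooled, which can hide a difference. In peaks called on hyPBase libraries alone, the means were 51.1% with hyPBase and 49.8% with hyPBase-centrip. In peaks called on hyPBase-centrip libraries alone, they were 51.4% and 52.4%. These were not tested. Peaks called on fewer insertions covered less of the genome. On a random subset of 1000000 insertions, MACCs peaks covered 22.2 Mb and 26.1% of the insertions, and CCcaller peaks covered 76.4 Mb and 36.2%. The setting that moved the CCcaller share most at full depth was a lambda window of 100000 bp, which gave 28.7% over 440.7 Mb.

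**Figure D1:**
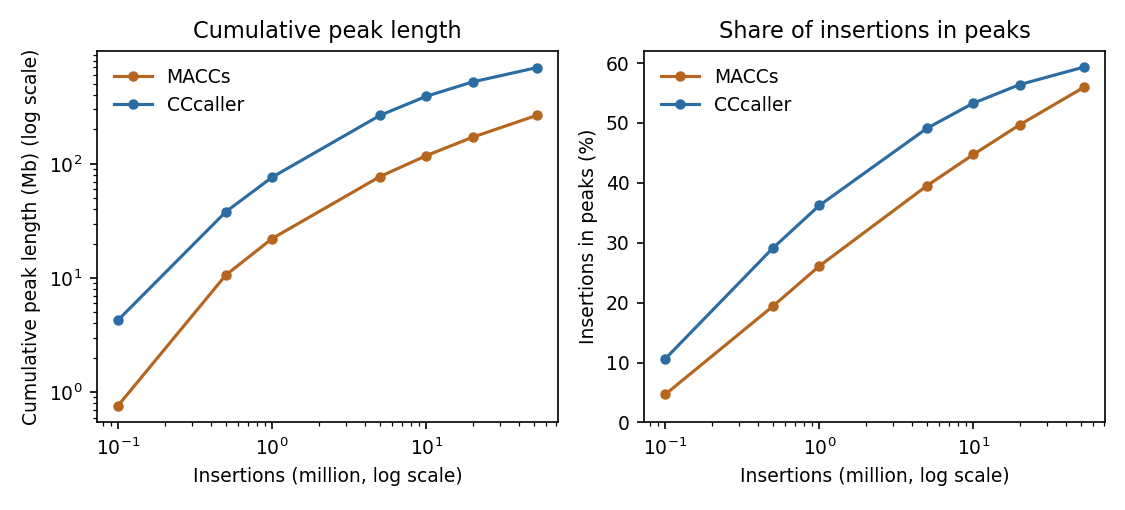
Cumulative peak length in Mb (left, log scale) and share of insertions in peaks in % (right) against the number of insertions (in units of 1000000, log scale), for MACCs and CCcaller on random subsets of the pooled K562 insertions and on all of them. Each point is 1 call, without replicates. At full depth the CCcaller peaks cover 695.0 Mb and the MACCs peaks 265.5 Mb. Both callers were written anew from the paper's description, and the published package was not run.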

We next benchmarked the five peak calling algorithms on their computational performance. To determine how their runtimes scale with dataset size, we performed two separate experiments. First, to benchmark background-free peak calling, we mapped PBase insertions (directed by the Brd4 protein) in the K562 cell line (see Fig. 2c and d), using >20 million transposition events, the largest dataset of transposon insertions produced to date. 

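The K562 libraries hold insertions of a self-reporting transposon, a transposon that is read out through its own transcript. The labels name the helper plasmid, which supplies the transposase, as hyPBase (a hyperactive form of PBase) or as hyPBase-centrip. Cells were transfected with 5 μg of a barcoded donor carrying puromycin resistance and 5 μg of helper and grown under 2 μg/ml puromycin for 11 days. According to the labels, transfections were combined in sets of 3, but the total that they give does not settle whether every one of the 20 libraries comes from transfections of its own. RNA was reverse transcribed with an oligo(dT) primer, and the transposon transcripts were amplified and sequenced. The authors deposited 1 qbed file per library, in which each line is an insertion with its position, orientation, barcode and count of reads, without normalization. The aligner and the filters are not named in the paper's text. The labels of 20 libraries name a helper without conflict, and these were used. For 2 further libraries the labels conflict, and they were left out. Each line was taken as an insertion.

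The 20 libraries hold 52154230 insertions supported by 179771975 reads. With hyPBase, the number of insertions per library was 2432858 ± 459168 (SD, n = 10), with a median of 2499130 and a range from 1509672 to 2911515. With hyPBase-centrip it was 2782564 ± 555801 (SD, n = 10), with a median of 2779460 and a range from 1638175 to 3596762. The difference was not larger than the spread between libraries (two-sided permutation test, p = 0.145). The number of reads per insertion was 3.87 ± 0.732 (SD, n = 10) with hyPBase and 3.00 ± 0.540 (SD, n = 10) with hyPBase-centrip (two-sided permutation test, p = 0.00592). When each library was rarefied to the 3746826 reads of the smallest, hyPBase libraries held 1689193 ± 165588 insertions (SD, n = 10) and hyPBase-centrip libraries 1906805 ± 138423 (SD, n = 10; two-sided permutation test, p = 0.0053). A single position can be counted several times through its barcode, its orientation and the library. There were 26 barcodes, of which 21 each held at least 0.5% of the insertions. The total fell to 36043979 with barcodes collapsed within each library and to 9171687 when only distinct positions over the pooled libraries were counted. The latter was the alternative that moved the total most.

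**Figure D2:**
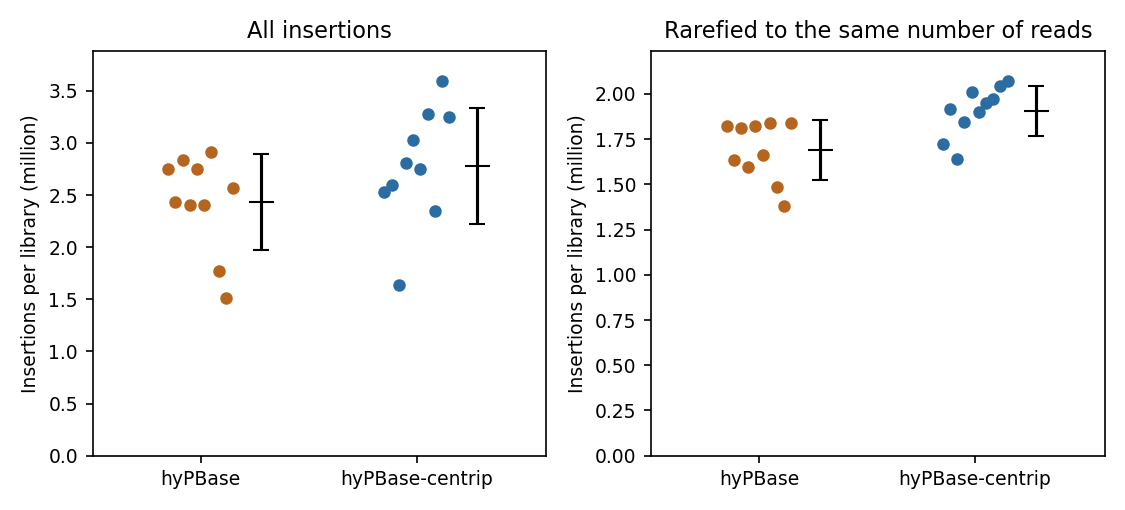
Insertions per library (in units of 1000000) in K562 cells for the hyPBase and hyPBase-centrip helpers, for all insertions (left) and after rarefaction to the same number of reads (right). Each point is a library, and bars show the mean ± SD of 10 libraries. The lowest library with all insertions holds 1509672 and the highest 3596762.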

Then, to benchmark peak calling with a background distribution, we used previously published SP1 and Brd4 CC data collected from HCT116 cells (Moudgil *et al.* 2020). We downsampled the data, called peaks, and plotted the runtime versus total insertion number for each method. 

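The pooled K562 insertions were downsampled in nested random subsets. Runtime and memory were not measured here, and the number of regions that each method had to examine is given in their place. MACCs scanned 6176478 windows at every depth, since its windows depend on the genome and not on the data. It then tested 686 candidate peaks at 100000 insertions, 40781 at 5000000, 83098 at 20000000 and 126059 with all insertions. CCcaller scans no windows but passes over every insertion. It tested 1596 candidate peaks at 100000 insertions, 144158 at 5000000, 152365 at 20000000 and 101705 with all insertions. The number of peaks called by MACCs rose from 686 to 40136 and 80563 over the first 3 of these depths. CCcaller called 1281, 20218 and 18194 peaks. The share of MACCs peaks that overlapped a CCcaller peak fell from 100% at 100000 insertions to 81.4% at 5000000 and 69.1% at 20000000, while the share of CCcaller peaks that overlapped a MACCs peak rose from 49.2% to 89.2% and 93.7%. Each depth was drawn once, so these values have no replicate error.

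**Figure D3:**
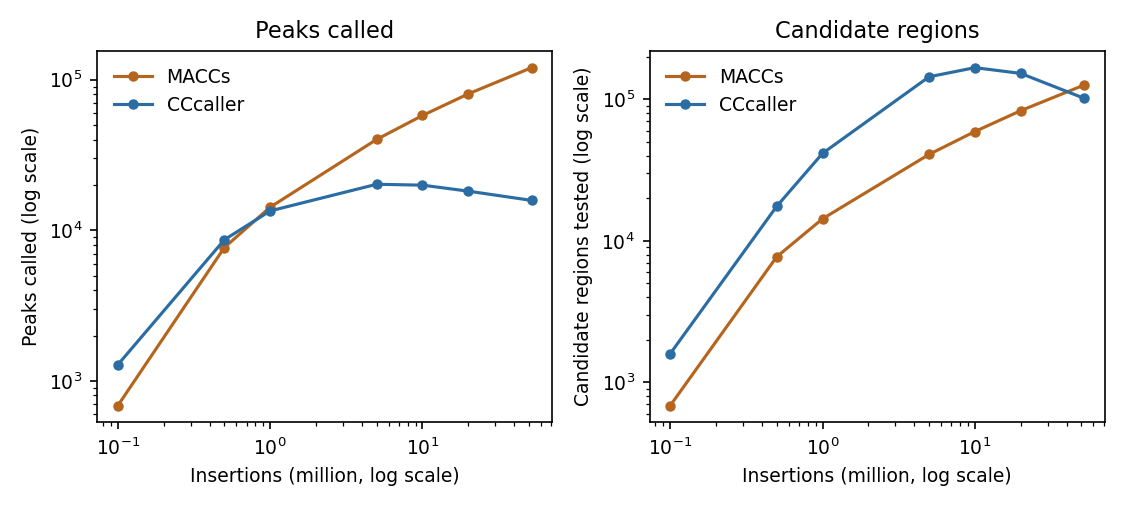
Number of peaks called (left, log scale) and of candidate regions tested (right, log scale) against the number of insertions (in units of 1000000, log scale), for MACCs and CCcaller on the K562 insertions. Each point is 1 call, without replicates. CCcaller candidates peak at 167340 with 10000000 insertions.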

CCcaller runs significantly faster than the other methods, running 7–10× faster than MACCs and ccf_tools and 2- to 3-fold faster than Blockify when processing datasets with more than five million insertions (Fig. 2f), while requiring very little memory (Fig. 2g). Taken together, our results suggest that CCcaller and MACCs are the most accurate peak callers and that CCcaller is the most computationally efficient algorithm and can be used to call peaks for large CC datasets in <5 min on a personal computer.

### 2.3 Differential peak analysis

It is often important to identify regions of the genome that are differentially bound by a TF in two different biological conditions. Pycallingcards provides functionality to compare TF binding sites across two samples (or cell types, for scCC) and find peaks where there is significantly more binding in one sample than the other. This can be challenging as the samples may have slightly shifted peaks centers at a given genomic region, leading to false positive differential peak calls. Pycallingcards employs two different strategies to deal with this problem. In the first strategy, Pycallingcards combines the insertions from the samples and calls peaks on the joint dataset. Then, a Fisher’s exact test or binomial test is utilized to determine if the number of insertions under each peak is significantly different from others. In the second strategy, peaks are called separately in each sample and then overlapping peaks are combined between samples and then significance tests are performed on the combined peaks as above. The details and workflow of this analysis can be found in the Supplementary Information.

### 2.4 Integrating CCs with RNA-seq

In scCC experiments, scRNA-seq data are always collected in parallel with CC insertion data. For bulk CC experiments, it is often useful to collect RNA-seq data either from the same biological samples under different experimental conditions or from cells with the TF of interested knocked out compared to wild-type control cells. When such data are available, it enables the integration of CC data with the corresponding RNA-seq data to identify which TF binding events affect the transcription of nearby genes and to quantify the magnitudes and directions of the effects.

For scCC experiments, Scanpy is utilized for the normalization, filtration, dimensionality reduction, clustering, and identification of differentially expressed genes from scRNA-seq data (reference Fig. 1). Next, regions of the genome that are differentially bound are identified (using a Fisher’s exact test or binomial test), allowing for the direct comparison of changes in TF binding with the gene expression changes of nearby genes across different cell types. For bulk CC experiments, differential peak analysis is performed to identify changes in TF binding across the different experimental groups. Then either the DEseq2 (Love *et al.* 2014) or PyDESeq2 (Muzellec *et al.* 2022) is used to find differential genes in bulk RNA-seq data. Next, for each experimental group, correlations between TF binding and gene expression changes can be readily identified. Such correlations can be used to infer the gene targets, and thus biological roles, of the analyzed TF.

The CC-peak/DE gene pairs can be used to generate specific hypotheses. For example, often TF binding correlates with the activation of a nearby gene that plays an essential role in disease or is expressed in a specific cell type. To quickly reveal such connections, we can search the GWAS Catalog (Buniello *et al.* 2019) to find all SNPs within CC peaks to generate hypotheses about the mechanism by which genetic variation might play a role in disease. For the mouse genome, the Liftover (Hinrichs *et al.* 2006) tool (with some modifications) is used to map from the mouse genome (mm10) to the human genome (hg38) to determine if any trait-associated SNPs exist in the orthologous human genomic region.

### 2.5 Additional functionality in Pycallingcards

Pycallingcards has a variety of other useful tools for the analysis of CC data. For example, it can compare CC peaks with signals from different -omics datasets (e.g. Chip-seq, RNA-seq), to validate peak calls and to extract additional biological inferences from CC experiments. It can also calculate and plot the signal around peaks and make heatmaps. Pycallingcards can also provide a genome-wide view of CC peaks by plotting peak density along whole chromosomes to give an overview of the dataset. It is also designed to easily connect with WashU Epigenome Browser to produce publication quality figures and visualize CC data against a backdrop of different genomic features or hundreds of orthogonal datasets. Additionally, for yeast CC data, footprint analyses can be performed to find more accurate TF binding sites. We highlight the utility of the tools available in Pycallingcards through a set of vignettes using real data below.

### 2.6 Analysis of single-cell CCs mouse cortex data

To demonstrate the core functions and procedures of Pycallingcards for single-cell data, we reanalyzed the Brd4 scCC dataset in the mouse cortex (Moudgil *et al.* 2020) (see Fig. 3). In this dataset, there are 111 382 insertions and 35 950 cells in total. For each cell, mRNA expression levels and CC insertions are recovered, providing insights into the gene regulatory networks that guide cell fate specificity and homeostasis.

**Figure 3.**
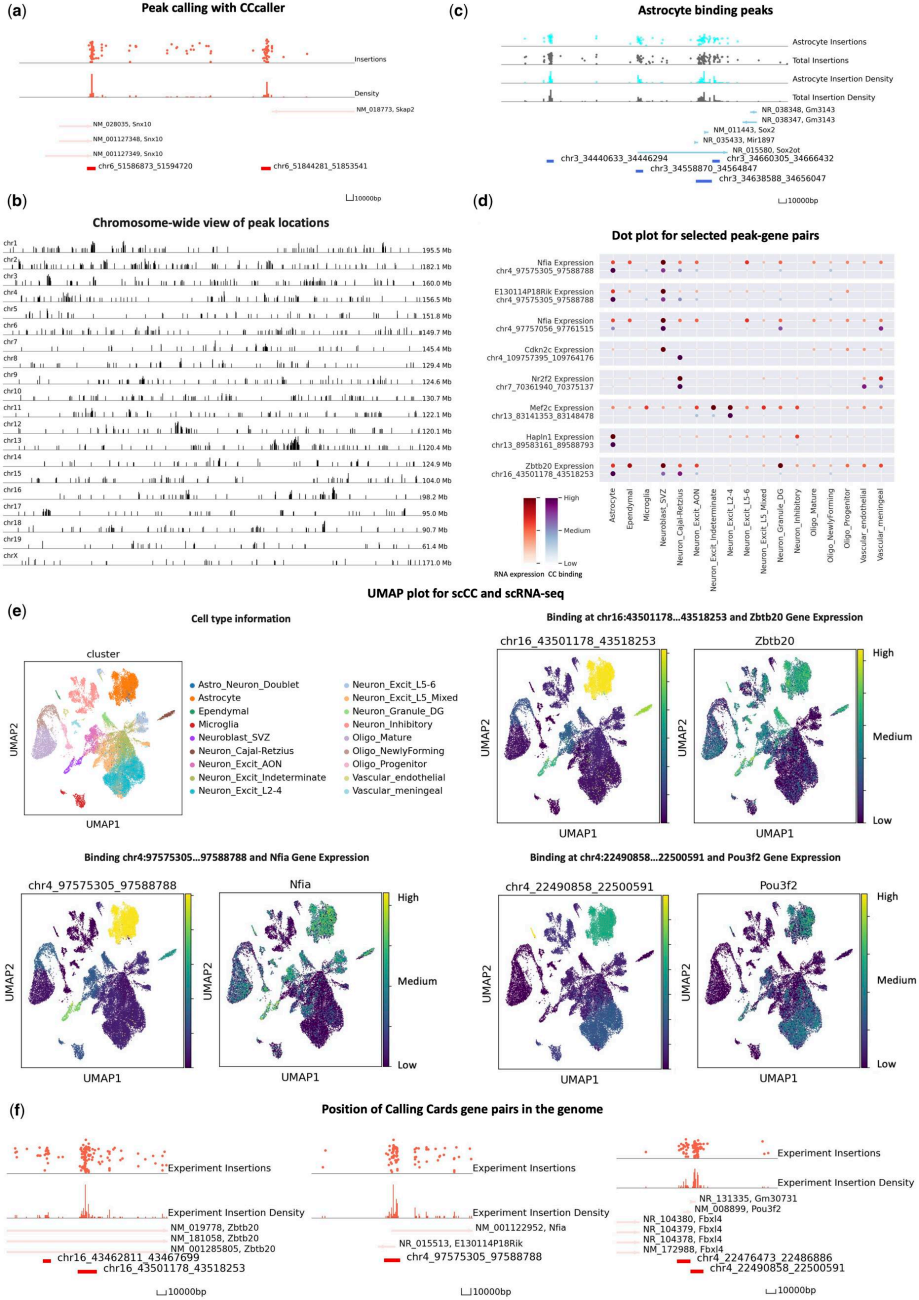
Application of Pycallingcards to single-cell mouse cortex data. (**a**) Peak calling with CCcaller. The top two tracks of the plot are the insertion data. They show the exact positions of the insertions with the *y*-axis as log reads number. The middle two tracks display insertion density. The bottom track shows nearby genes and the locations of called peaks. (**b**) The distribution of peaks throughout the chromosomes. Each peak is represented by a line whose height is proportional to the log of the insertion number. (**c**) Selected peaks significantly bound in astrocytes, compared to total data (gray). (**d**) Dot plot of selected peak–gene pairs. (**e**) UMAP plot for scRNA-seq data of cluster and peak–gene pairs. The UMAP plot for CC data in € is colored according to TF binding across the whole cluster. (**f**) Position of and peak–gene pairs in the genome.

To analyze this dataset, we first used Scanpy to filter cells and genes, reduced the data dimensionality, and clustered cells to identify their cell types. This analysis identified six cell types and 18 different subtypes. Clusters were assigned to cell-types by referring to the original paper (Moudgil *et al.* 2020) and these assignments were stored in an Anndata object. Next, CCcaller was used to call peaks (see Fig. 3a). Each Brd4 binding site is captured as a peak, and a total of 902 peaks were called. The locations of these peaks are visualized across the genome in Fig. 3b, using the draw_area function. Each peak is then annotated with the two nearest genes using the annotation function.

A cells-by-peaks Anndata object was then created from the mapped insertions, called peaks, and cell barcode data. The scRNA-seq object (created using Scanpy) and the scCC Anndata object were then combined with each other to connect TF binding and mRNA expression information for every single cell. Using the rank_peak_groups function in Pycallingcards, binomial tests were then used to identify cell type-specific TF binding, and *t*-tests were used to discover genes with cell type-specific expression (see Fig. 3c).

We next used binomial test to look for differentially bound peaks across cell types whose neighboring genes displayed gene expression changes across the same cell type (log foldchange g ⩾ 3 and adjusted *P*-value  ⩽ .05). This analysis identified many peaks whose binding correlated with the expression of nearby genes in a cell type specific manner, suggesting these regions represent Brd4-bound enhancers that regulate the associate genes (see Supplementary Notes and Supplementary Table S2). For example, the cell types with the strongest Brd4 binding at peak chr13:83141353…83148478 also have high expression of the nearby gene Mef2c (e.g. in excitatory neurons), and the strong Brd4 binding at chr4:97575305…97588788 in astrocytes and subventricular zone derived neuroblasts is correlated with higher expression levels of the nearby gene E130114P18Rik in these cell types (see Fig. 3d).

The ability of Pycallingcards to visualize and integrate different types of data enables rapid hypothesis generation. For example, in reanalyzing the mouse cortex data with Pycallingcards, we identified a putative regulatory circuit controlling astrocytogenesis. The TFs Nfia and Zbtb20 are known to bind cooperatively to bind at multiple loci to promote astrocytogenesis. In particular, these TFs are known to directly suppress the expression of Pou3f2 (Medeiros de Araújo *et al.* 2021), which encodes a protein required for upper-layer neuron specification. However, the cis enhancers controlling the expression these genes are not known. We found a Brd4 binding peak adjacent to Nfia on chromosome 4 (peak chr4:97575305…97588788) that is correlated with its expression (see Fig. 3e). Similarly, a binding peak adjacent to Zbtb20 at chr16:43501178…43518253 appears to regulate Zbtb20 expression in astrocytes. Finally, there is a binding site at chr4:22490858…22500591 whose Brd4 binding correlates with Pou3f2 expression (high in excitatory neurons, lower in astrocytes), leading to the hypothesis that Nfia and Zbtb20 block the activity of the Pou3f2 enhancer in astrocytes, but not in excitatory neurons locus and this differential binding contributes to fate specification. Further GWAS analyses are included in the Supplementary Information.

### 2.7 Analysis of bulk GBM CCs data

Pycallingcards also has multiple functions to facilitate the analysis of bulk data. We illustrate this by analyzing two wild-type (Brd4-directed) CC datasets obtained using a model of GBM derived from murine neocortical postnatal Day 1 astrocytes engineered with a combined loss of function for neurofibromin (NF1) and p53. This model is useful for studying sex differences, as male- and female-derived cells from littermates are isogenic except at the sex chromosomes (Kfoury *et al.* 2021), yet have quite a differential cellular phenotype in tumor assays.

We used the CCcaller with a maxbetween value as 1100 to call peaks on the joint dataset and then used the annotation function to annotate the peaks with the two nearest genes, resulting in a groups-by-peaks Anndata object. We identified regions of the genome that were differentially bound by Brd4 by performing Fisher’s exact tests and used the volcano_plot function to visualize the differentially bound peaks (Fig. 4a). Interestingly, we found that across the genome females were more likely to have a differentially bound peaks with increased Brd4 binding relative to male samples. We next compared the CC data to bulk RNA-seq data for males and females, which were collected in triplicate. Using the pair_peak_gene function, we compared the expression of genes near differentially bound peaks in Fig. 4b. We found that if a peak displays more Brd4 binding in one sex, then the gene expression of the nearby genes are more differentially expressed in that sex (*P*-value <.001), and this effect is stronger for the gene closest to the enhancer (first two rows) than for the second closest gene (third and fourth rows). Next, we used DEseq2 to find genes that are differentially expressed in males and females to find genes that have significant differences in both Brd4 binding and gene expression. The top genes are shown in Fig. 4c. We then plotted the relative Brd4 binding in males and females at each of these loci (Fig. 4d–g). Brd4 directed CC insertions into female cells are colored red and insertions into male cells are colored blue. We found that Sema3a, Adam19, and Zic1 all have significantly more Brd4 binding (and RNA expression levels) in female cells than in male cells (see Fig. 4d–f). All of these genes are associated with poor outcomes in GBM (Salero *et al.* 2001, Vadasz *et al.* 2018, Angelucci *et al.* 2019), and suggest that these genes may represent sex-specific therapeutic targets. In contrast, we observe more Brd4 binding near Nkx2-1 (also known as TTF1) and higher expression of this gene in male GBM cells, Nkx2-1 has been reported to promote metastasis and its expression is associated with a molecular subtype of IDH-wildtype GBM (Prok and Prayson 2006, Wildeboer *et al.* 2006, Han *et al.* 2021, Suwala *et al.* 2021), which has a poor prognosis. Thus, Brd4 binding at Nkx2-1 may contribute to the disproportionately poor outcomes observed in male patients relative to female patients (see Fig. 4g).

**Figure 4.**
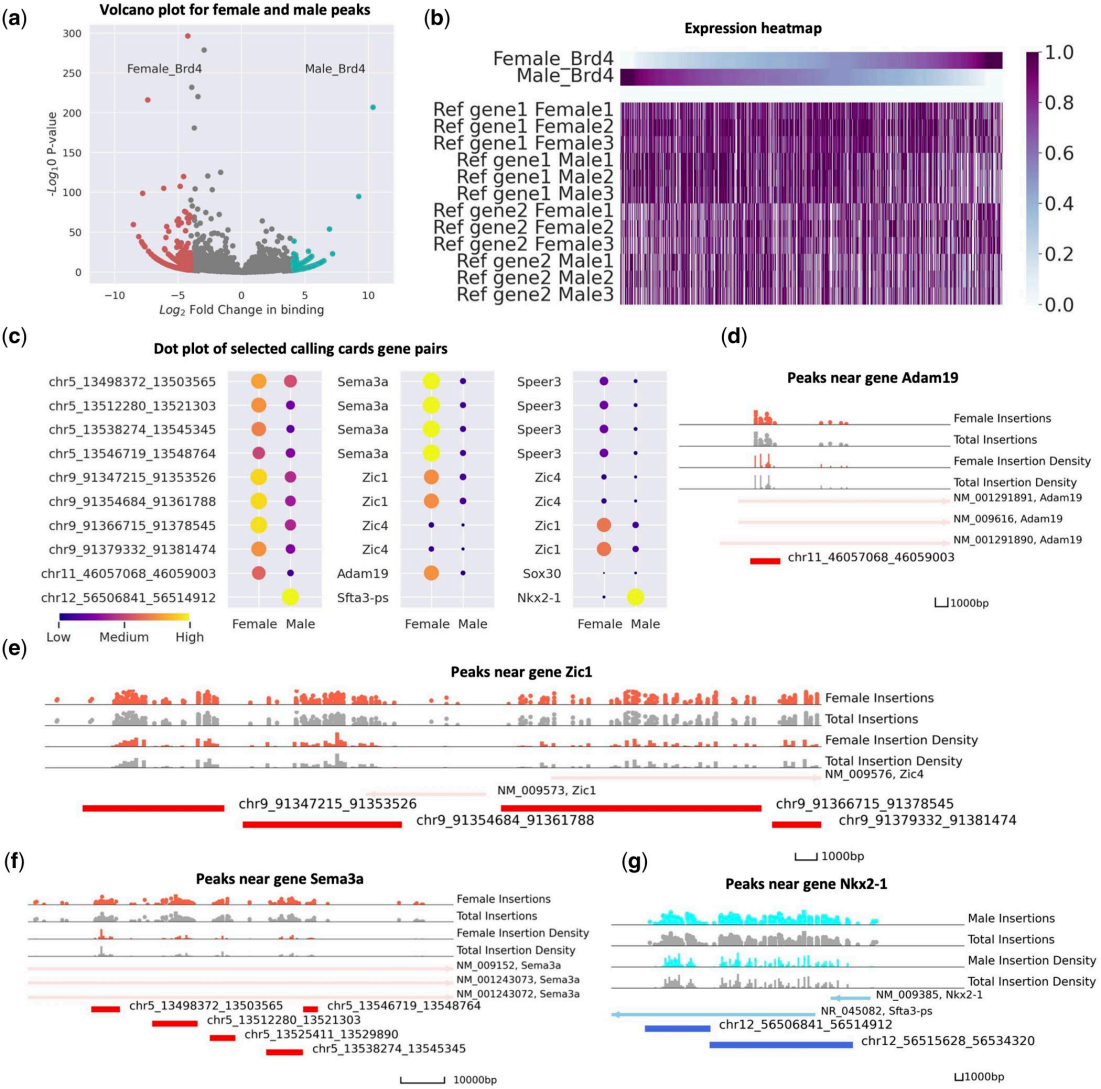
Application of Pycallingcards to bulk glioblastoma CC data. (**a**) Volcano plot for female and male peaks. The dots on the left-hand side indicate peaks with more Brd4 binding in females and the dots on the right hand display more Brd4 binding in males. The *x*-axis is the log fold change and the *y*-axis is the log *P*-value. (**b**) Heatmap for calling cards and RNA-seq expression. The first two lines plot the relative Brd4 binding in males and females at differentially bound peaks. The following lines display the relative gene expression of the nearest (first six rows) and next-nearest (second six rows) genes. (**c**) Dot plot of selected calling cards gene pairs. (**d–f**) Peaks near gene Sema3a, Adam19, and Zic1. Red symbols and density plots represent Brd4 insertions and insertion density in females, whereas gray symbols and plots represent Brd4 binding in males. (**g**) Peaks near gene Nkx2-1. Blue symbols and density plots represent Brd4 insertions and insertion density in males, whereas gray symbols and plots represent Brd4 binding in females.

We can also examine the sequence of the peaks to try to predict from their motifs the TFs driving the sex differences in Brd4 binding (and thus gene expression). Fisher exact test is used for differential peaks analysis; female and male samples are selected and motifs are called separately to identify significantly bound motifs in each sex (see sub). Four TF families, IRF (ISRE, IRF2, IRF3, IRF8, IRF1, IRF4, etc.), ETS (GABPA, ETS1, Elf4, ETV1, Elk1, etc.), TEA (TEAD3, TEAD, etc.), MADS (Mef2c, Mef2a, CArG), are found in female but not in male CC data. In terms of male samples, the HMG (Sox3, Sox10, Sox4, Sox2) family shows an extreme difference in motifs from our data (see Supplementary Notes and Supplementary Tables S4 and S5).

## 3 Discussion

Pycallingcards is the first bioinformatics tool to provide a comprehensive, efficient, and easy-to-use set of functions for the analysis and visualization of CC data. It provides tools to integrate CC data with RNA-seq data in order to link genomic peaks to the genes they regulate. The application of Pycallingcards to CC datasets allows users to rapidly generate new hypotheses about the effects of TF binding on gene expression. Thus, Pycallingcards facilitates the analysis and interpretation of CC data.

Through the exploration of the mouse cortex data via Pycallingcards, we illustrated new hypotheses about genomic regions specifying specific cell types and subtypes. Further study can be done on the Brd4 regulation of Zbtb20 in mammalian neocortical progenitors and postmitotic cells to determine if this binding influences cell fate specification. For example, the regulatory regions that we identified could be targeted using enhancer-targeting CRISPR-epigenetic editing to determine their roles in astrocytogenesis. Using Calling Cards, Kfoury *et al.* (2021) were able to identify sex differential BRD4-bound enhancer usage that promotes epithelial-to-mesenchymal transition and cancer stem cell proliferation in males. By integrating bulk RNA-seq data with Pycallingcards, sex-specific BRD4 Calling Cards peak regions were associated with the target genes. Additionally, differential motifs were identified. This data can be used for further investigation into the therapeutic effect of BET inhibitors in different cancer models. Altogether, this demonstrates the utility of Pycallingcards for the facile analysis of CC data. Our reanalysis of published data generated several novel hypotheses, such as the role of Nfia and Zbtb20 binding at the Pou3f2 enhancer in astrocytogenesis, novel binding of Tye7p upon gcr2 knockout, and novel TF families that may be involved in sex difference in GBM that were not identified in the original publications (see Supplementary Notes and Supplementary Table S6). Furthermore, these analyses could be completed in one integrated environment, greatly simplifying workflow.

There are two limitations to the current work. First, as this is meant to be tutorial and description of this new package, we did not conduct extensive biological validation of predictions made here. Those studies will be better suited to other formats. Second, we presented here only nonparametric methods for differential peak analysis (binomial testing). Future studies will need to investigate the distributions of CC data and the assumptions of parametric approaches to determine if these may further improve the sensitivity and specificity of detecting differential insertion sites. Nonetheless, given the flexibility of the python framework, future methods should be readily incorporated into the package, which will be maintained at the Github (https://github.com/The-Mitra-Lab/pycallingcards).

Finally, because Pycallingcards integrates with Scanpy and the Python data science environment, there is now the potential to leverage the multitude of python-based deep learning APIs to create novel methods for the analysis of multi-omics biological data. Additionally, as more CC data are produced, we will better understand the distributions of CC data and the variance among samples and cells, allowing for better null models and more accurate statistical analyses for differential peak calling. In the future, CC might also be able to combine with other single cell genomic measurements, such as ATAC-seq, spatial RNA-seq, and single cell HiC. Pycallingcards provides a foundation upon which future analytical packages can build for all of these technologies and enables the efficient downstream analysis of all types of CC data.

## 4 Material and methods

Detailed methods are provided in the Supplementary Information. Tutorials and example jupyter notebooks are available at https://github.com/The-Mitra-Lab/pycallingcards.

## Supplementary Material

btae070_Supplementary_Data

## Data Availability

Raw and processed data generated in this study have been deposited to NCBI Gene Expression Omnibus with the accession number GEO: GSE248420. The calling cards data are publically available datasets analyzed in this study and can be downloaded from the GEO with accession codes GSE148448 and GSE156821. The Chip-seq data are publicly available datasets analyzed in this study and can be downloaded from ENCODE [ENCFF997CJQ, ENCFF587ZMX]. Access to the genome annotation used: mm10 [ftp://hgdownload.soe.ucsc.edu/goldenPath/mm10/] and hg38 [ftp://hgdownload.soe.ucsc.edu/goldenPath/hg38/].

How the deposited data were processed for this re-analysis (not part of the article)

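The data are transposon insertions in K562 cells, a human leukemia cell line, from 10 libraries made with the hyPBase helper and 10 made with the hyPBase-centrip helper. What distinguishes hyPBase-centrip is not described in the paper's text. For 2 further libraries the title and the description name different helpers, so they were left unmapped and entered no comparison. The authors deposited, for each library, a qbed file with 1 line per insertion that gives its position on hg38, the count of reads behind it, its orientation and its barcode. The counts are raw and were not normalized. The authors' aligner and filters are not named in the paper's text.

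Each line was taken as an insertion. Depth ranged from 1509672 to 3596762 insertions per library. TTAA sites were located in hg38 and genes taken from GENCODE version 44. MACCs and CCcaller were written anew from the paper's description, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, without background. The Pycallingcards package itself, Blockify, Blockify_original and ccf_tools were not run, so settings and details can differ from the published software. The expected number of insertions in a candidate peak was the number of TTAA sites in it times the insertions per TTAA site in the lambda window, plus a pseudocount of 0.2. Shares of peaks have 95% Wilson confidence intervals, which cover counting error only.

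The callers were tested on simulated insertions on chromosome 21 with 60 planted peaks. The level tried first had 0.5 insertions per TTAA site in planted peaks and 0.02 elsewhere. There MACCs recovered 44 (73.3%) and CCcaller 53 (88.3%). Only 54 of the 60 planted peaks held the 5 insertions that a call needs. The test failed because MACCs recovered fewer than had been required. A clearer level of 2 insertions per site was then added and the requirement moved to it, and there both recovered 60. Weak peaks can thus be missed. No call lay outside the planted peaks in these runs. The simulated insertions were sparse and independent, 5762 and 7927 on chromosome 21. The pooled libraries hold 5.69 insertions per distinct position on chromosomes 1 to 22, X and Y. The runs therefore cannot say how often the full-depth calls are false.

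The helpers were compared by two-sided permutation tests with 100000 resamples on 1 value per library, for the number of insertions, the share of insertions in the pooled MACCs peaks, and promoter enrichment. Promoter enrichment is the share of insertions within 1 kb of a transcription start site of a protein-coding gene over the share of TTAA sites there. The same-strand share is the percent of insertions in protein-coding genes of 1 strand only whose orientation is that of the gene, and was compared with 50% by an exact sign-flip permutation test within each helper. Insertions per MACCs peak were compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjusted p-value below 0.05), over the 31642 peaks with at least 10 insertions in at least 10 libraries. DESeq2 1.42.0 was an alternative. The edgeR test was tested on simulated counts over 31642 peaks in which 200 were changed. At a 1.5-fold change it recovered 132 (66.0%), fewer than had first been required of it, with 93% of the denser and 39% of the sparser changed peaks recovered. At a 2-fold change it recovered 189 (94.5%), again fewer than required. The requirement was then placed on the denser peaks at a 2-fold change, of which 100% were recovered. False calls made up 5.04% and 5.97% of the calls. Small changes in sparse peaks are thus often missed. Apart from library size, the simulated counts varied between libraries by Poisson counting error only. Recovery and false calls may therefore differ for the real counts.

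The peaks named in the text are the 3 with the smallest adjusted p-value in each direction of the helper comparison, each with the nearest protein-coding gene, and the peak with the most insertions in each pooled call. This rule, the helper comparisons and same-strand tests described above and the alternatives were set before the data were examined, except for the term for library size in the edgeR test and the omission of hyPBase-centrip replicate 3. All other comparisons were added later, among them those of reads per insertion and of the same-strand share between helpers, of barcodes between libraries and of chromosomes between helpers. The tests of explanations other than the splits were chosen after the patterns had been seen. Alternatives covered the minimum number of reads per insertion, barcodes, the callers' windows, thresholds and distances, downsampling, normalization, filters, 10 kb bins and a replicate block. Figures were drawn with matplotlib 3.10.9.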

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

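Apart from the splits of the libraries, every test of an explanation in this part was chosen after the pattern it bears on had been seen.

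The paper's text does not report a comparison of the 2 helpers. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 923 of 31642 MACCs peaks had an adjusted p-value below 0.05, of which 612 were lower and 311 higher with hyPBase-centrip. The changes were small, with a median absolute log2 fold change of 0.34 among these peaks. The smallest adjusted p-values among the lower peaks belonged to a pair of peaks on chromosome 2 that overlap RTN4 and a peak on the X chromosome. The first lies from 55096803 to 55123471 and held 616.1 ± 40.4 CPM with hyPBase and 491.8 ± 36.3 with hyPBase-centrip (SD, n = 10 each). CPM here is the insertions in the peak scaled to the library's TMM-normalized total over the 31642 tested peaks, not over all its insertions. The log2 fold change of this peak was -0.32 (standard error 0.036, adjusted p = 1.78e-11 from edgeR). The other RTN4 peak, from 55051011 to 55058416, changed by -0.35 on the log2 scale (standard error 0.042, adjusted p = 4.07e-10 from edgeR). The peak on X, from 65984025 to 66018425 and 3313 bp from VSIG4, changed by -0.26 (standard error 0.033, adjusted p = 5.12e-09 from edgeR). Among the higher peaks, the first lies on chromosome 6 from 27591502 to 27593085, with ZNF184 as the nearest protein-coding gene at 118384 bp, and had a log2 fold change of 0.87 (standard error 0.15, adjusted p = 1.64e-05 from edgeR). The next lie on chromosome 20 from 58538735 to 58546930 and from 58547172 to 58553907, near APCDD1L, with log2 fold changes of 0.40 and 0.50 (adjusted p = 4.04e-05 and 5.40e-05 from edgeR).

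Of 100 splits of the 20 libraries into 10 and 10, only 1, the real one, gave as many peaks. The highest of the others gave 77, and 92 of the others gave none. With the log number of insertions per library as a term of the edgeR fit, 747 of the 923 peaks stayed below the threshold, so library size is not the whole cause. The helper and a separate preparation of its libraries cannot be told apart: libraries of different helpers shared 0.977 times the insertions that chance gives, so no trace of a preparation that spans both helpers was found. A difference in target preference between the helpers stays open.

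Barcodes allow a comparison of libraries that the paper's text does not report. The number of insertions that a pair of libraries shares in position, orientation and barcode was divided by the number expected if barcodes were independent of position. For the 18 pairs of consecutive replicate numbers within a helper this ratio was 1.07 ± 0.036 on average (SD), against 0.99 ± 0.023 for the 72 other pairs within a helper and 0.977 ± 0.0025 for the 100 pairs between helpers. All 18 consecutive pairs lay above every pair between helpers, as did 27 of the 72 others. No other order of the numbers among 10000 gave as large an excess (permutation p = 0.0001, the smallest these orders can give). Relative to the other pairs within a helper, the extra shared insertions made up 1.05% of the smaller library on average. The excess of consecutive over other pairs was 0.077 where one library had 1 read and the other at least 10. It was 0.040 where both had at least 5 reads. Read carry-over predicts the first to be the larger, and shared cells or clones the second. The first exceeded the second in 13 of 18 pairs only. The excess was largest, at 0.14, where both had 1 read, which neither predicted. With 1 read against at least 10, the ratio itself lay below what chance gives, at 0.935 for consecutive and 0.858 for other pairs. Where both had at least 5 reads, it was 1.093 and 1.053. Carry-over and shared cells therefore cannot be told apart by these values. No biological explanation was tested. The libraries within a helper may thus not be fully independent, and p-values that treat them as such could be too small (permutation p = 0.0001 for the order).

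The paper's text does not report the orientation of the K562 insertions. Within protein-coding genes, the same-strand share was 33.2% over the 20 libraries. It was 32.6% ± 0.425 with hyPBase and 33.8% ± 0.271 with hyPBase-centrip (SD, n = 10 each; exact sign-flip permutation test against 50%, p = 0.00195 in each, the smallest that 10 libraries allow), and lay below 50% in 20 of 20 libraries. One technical explanation is priming of the oligo(dT) primer on genomic runs of at least 10 A, which would make readout depend on the sequence downstream. Among insertions with such runs about equally far in both directions, the same-strand share was 33.4%. It was 36.5% where the nearer run lay downstream in the direction of the gene, and 30.7% where it lay upstream. That difference has the direction that priming predicts, so priming may contribute. All of these shares lay well below 50%, so priming on such runs does not account for the pattern as a whole. Another is weaker readout of insertions transcribed in the direction of the gene. Same-strand insertions had 1.77% fewer reads on average, and fewer in 20 of 20 libraries. That is the predicted direction, but lost insertions leave no reads, so the test cannot tell how many were missed. An orientation preference of insertion stays open.

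The same-strand share was 1.28 percentage points higher with hyPBase-centrip than with hyPBase (two-sided permutation test, p = 2e-05, the smallest that the resamples can give). Helper and preparation cannot be told apart here either, with the ratio of 0.977 between helpers given above, and the cause was not tested.

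Of 20 groups of 10 libraries checked for a library far from the others, 3 had one, and chance gives about 1. In hyPBase-centrip replicate 3, 58.3% of insertions lay in MACCs peaks against 56.6% in the next library, and promoter enrichment was 2.65 against 2.54. This is the hyPBase-centrip library with the fewest insertions, 1638175, and reads, 3746826. In hyPBase replicate 8, 0.056% of insertions lay outside chromosomes 1 to 22, X and Y, against 0.060% in the next. The cause was not tested, and no biological explanation was tested.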

How the results depend on the processing

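The total of 52154230 insertions was within 1.5 times with barcodes collapsed and with all 22 libraries. It was 34069872 with at least 2 reads per insertion, 22821504 with at least 3, 9171687 as distinct positions, 24328585 for hyPBase alone and 27825645 for hyPBase-centrip alone. The last 2 hold fewer libraries by construction.

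The number of MACCs peaks stayed within 1.5 times of 120284 under the other settings at full depth except a window of 3000 bp, which gave 78787. Downsampling gave 686, 7681, 14241, 40136 and 57871 MACCs peaks at 100000, 500000, 1000000, 5000000 and 10000000 insertions. The number of CCcaller peaks rose from 15795 to 43890, 136010, 264870 and 431968 with a maximum distance of 1100, 500, 250 and 100 bp, since shorter distances break candidates apart. It was 1281 and 8652 at 100000 and 500000 insertions and within 1.5 times at greater depth. Depth thus limits which peaks can be called.

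The share of MACCs peaks that overlap a CCcaller peak, 62.7%, became 65.8%, 81.6%, 92.8% and 95.3% at maximum distances of 1100, 500, 250 and 100 bp, and 100%, 98.5%, 95.4%, 81.4%, 74.7% and 69.1% from 100000 up to 20000000 insertions. The share of CCcaller peaks that overlap a MACCs peak, 95.95%, became 94.2%, 88.6%, 82.0% and 78.3% at those distances, 49.2%, 72.6%, 78.7%, 89.2%, 91.2% and 93.7% at those depths, and 20.4% when at least 50% of the peak had to overlap. The causes were not tested. Of 58 values for covered length and share of insertions under the alternatives, 23 moved by more than 1.5 times.

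The difference in insertions per library was 349706 more with hyPBase-centrip (p = 0.145). It was 217612 and past the threshold after rarefaction (p = 0.0053), and reversed to -11846 with at least 2 reads per insertion (p = 0.948); the cause was not tested. Ranges of p for this comparison run from 0.0053 to 0.948. The difference in the share of insertions in MACCs peaks, -0.0040 percentage points, reversed to 0.797 with at least 2 reads (p = 0.119). Promoter enrichment differed by -0.013 (p = 0.537), by -0.018 with 5 kb around the start site (p = 0.0198), and by 0.020 in the reverse direction with at least 2 reads (p = 0.504). The cause was not tested. Leaving out hyPBase-centrip replicate 3, which lies far from the others in both measures, was added after the values had been seen. The difference in promoter enrichment then became -0.026 (p = 0.0845) and that in the share in MACCs peaks, called on all libraries, -0.252 percentage points (p = 0.409; two-sided permutation tests). The same-strand shares stayed below 50% in every library under both alternatives. They were 35.5% with hyPBase and 36.7% with hyPBase-centrip with all annotated genes, and 32.5% and 33.7% with at least 2 reads, against 32.6% and 33.8%. The p-value is at the smallest that 10 libraries allow in each case, so it cannot show a change.

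The number of differential peaks, 923, lay between 651 and 1088 under the alternatives except DESeq2, which called 459, with 94 (20.5%) higher against 33.7% higher with edgeR. DESeq2 gave no adjusted p-value for 289 of the 923 peaks, and 457 of its calls were among them. The 1088 came with the term for library size. The calls were not the same ones throughout: 812 of the 923 were among the calls without TMM, 747 with the term for library size and 566 of the 923 without the filter on low counts. With at least 2 reads per insertion, 811 of the 923 were among the 21046 peaks tested, and 445 were called, out of 702 calls. All of the 811 kept their direction. Of the 35 values for the named peaks under the alternatives, 35 kept their direction and stayed below the threshold; DESeq2 gave no adjusted p-value for the peak near ZNF184.

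Replicate numbers do not pair the libraries: the correlation of same-numbered libraries' deviations from their group means was above 0.1 in 0 of 10 pairs. With the replicate number as a block, 870 peaks were called, of which 823 were among the 923. The paired differences between helpers gave exact sign-flip permutation p-values of 0.219 for insertions per library (349706 more with hyPBase-centrip, which was higher in 8 of 10 pairs), 0.992 for the share in MACCs peaks (higher in 5 of 10 pairs) and 0.547 for promoter enrichment (higher in 2 of 10 pairs).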

Differences from the paper's values

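The paper's text gives the number of newly mapped insertions as 20 M (M for mega) in its introduction, which does not name the cells there, and as more than 20 M in K562 cells in its results. The 20 libraries hold 52.2 M insertions. This is above the paper's lower bound, as are all the alternatives but distinct positions (9.17 M), so it differs only from the paper's 20 M taken as a value. Among the alternatives set before the data were examined, at least 3 reads per insertion (22.8 M), hyPBase libraries only (24.3 M) and hyPBase-centrip libraries only (27.8 M) lay within 1.5 times of that value. At least 2 reads (34.1 M), barcodes collapsed (36.0 M), distinct positions and all 22 libraries (56.4 M) did not.

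The MACCs peaks held 55.9% of the insertions against the paper's about 20% in Fig. 2d, read by eye. Of the alternatives, only downsampling to 500000 insertions (19.4%) or 1000000 insertions (26.1%) came within 1.5 times. The CCcaller peaks held 59.3% against the paper's about 21% in Fig. 2d, read by eye. A lambda window of 100 kb (28.7%) and 500000 insertions (29.1%) came within 1.5 times, and the other alternatives did not.

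The cumulative length of MACCs peaks was 265.5 Mb against the paper's about 27 Mb in Fig. 2d, read by eye, and 22.2 Mb at 1000000 insertions was the only alternative within 1.5 times. That of CCcaller peaks was 695.0 Mb against the paper's about 30 Mb in Fig. 2d, read by eye. A maximum distance of 100 bp (25.3 Mb) and 500000 insertions (38.02 Mb) came within 1.5 times, and the other alternatives did not. No alternative brought both the share and the length of both callers within 1.5 times of the paper's values. Only gaps of more than 1.5 times were counted as differences. The overlaps in Fig. 2e, read by eye, were about 85% of MACCs peaks and 96% of CCcaller peaks. The values here, 62.7% and 95.95%, lay within 1.5 times of them, although the MACCs share was lower. For CCcaller peaks, the share lay further off when at least 50% of the peak had to overlap (20.4%) and at 100000 insertions (49.2%).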

Other observations

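The 2 libraries with conflicting labels held 2380727 and 1854375 insertions. Of these, 50.4% and 50.6% lay in the MACCs peaks called on the other 20 libraries, whose own shares ran from 54.8% to 58.3%. Those 20 libraries had entered the call. In peaks called on the hyPBase libraries alone, the shares were 44.5% and 44.7%, against 48.4% to 51.9% in the hyPBase-centrip libraries, which had not entered that call. In peaks called on the hyPBase-centrip libraries alone, they were 46.0% and 46.3%, against 50.6% to 52.9% in the hyPBase libraries. Their promoter enrichment was 2.26 and 2.37. These values do not say which helper was used.

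The number of CCcaller peaks does not rise steadily with depth. It was 20218 at 5000000 insertions and 15795 with all insertions, and the longest peak grew from 284353 bp to 828393 bp. With all insertions, the median gap between neighbouring distinct positions was 147 bp, and 1.36% of gaps were longer than the maximum distance of 2000 bp. A candidate explanation is that a fixed distance joins neighbouring regions as insertions become dense. Of the 20218 peaks at 5000000 insertions, 47.8% shared a full-depth peak with another of them, up to 12 in one, 33.7% were alone in a full-depth peak and 18.6% overlapped none. Joining was thus more frequent than loss, although both occurred. With a maximum distance of 500 bp, 136010 peaks were called from the same insertions. This test was chosen after the counts of peaks were seen. No biological explanation was tested.

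Insertions per TTAA site relative to the genome differed between chromosomes. The counts were divided by the sites of hg38, without a correction for the copies of each chromosome in these cells. They therefore do not show a preference of insertion for or against a chromosome. With hyPBase and hyPBase-centrip, respectively, the relative density was 0.49 and 0.49 on X, 0.596 and 0.598 on chromosome 13, 1.496 and 1.535 on chromosome 22 and 0.0017 and 0.0016 on Y. After these values had been seen, the share of insertions on each chromosome was compared between helpers by two-sided permutation tests with Benjamini-Hochberg adjustment, and 5 of 24 chromosomes had an adjusted p-value below 0.05: 7 (lower with hyPBase-centrip) and 14, 16, 18 and 22 (higher). On chromosome 18 the relative density was 0.828 ± 0.0047 with hyPBase and 0.840 ± 0.0023 with hyPBase-centrip (SD, n = 10 each; adjusted permutation p = 0.00048), and this was the only 1 of the 24 on which the libraries of the helpers did not overlap. On chromosome 16 it was 1.031 ± 0.017 and 1.060 ± 0.021 (SD, n = 10 each; adjusted permutation p = 0.0226). Helper and preparation cannot be told apart here. No explanation was tested.

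In genes with few insertions per TTAA site (the lowest 25% of genes), the same-strand share was 39.7% ± 0.559 (SD, n = 20 libraries), against 33.4% ± 0.848 in the highest 25%, and was lower in the latter in 20 of 20 libraries. Outside protein-coding genes, 52.5% ± 0.207 of insertions pointed toward the nearer run of A (SD, n = 20 libraries). No explanation was tested.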
